A study of Streptomyces clavuligerus with 18 samples.

How the data were processed

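Transcript levels were measured in Streptomyces clavuligerus, a soil bacterium that makes clavulanic acid and cephamycin C. Wild type was compared with a derived strain, pSCL4-, whose name says that it lacks the megaplasmid pSCL4. Per the labels, total RNA was copied into Cy3-labelled cDNA and hybridised together with Cy5-labelled wild-type genomic DNA on custom dual-channel oligonucleotide arrays. The same dye always carried the RNA, so dye and nucleic acid cannot be separated. There were 18 arrays on 3 slides, in 9 groups of 2 biological replicates.

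The deposited scanner files hold the mean fluorescence intensity of each spot and the median intensity of its local background, in scanner units and not normalized. Per the file headers they were extracted with Agilent Feature Extraction. The authors also gave a table of log2 ratios of RNA over genomic DNA, which holds a value for 13389 spots. How those ratios were normalized was not stated, so they served as an alternative only. Each array has 15744 spots, of which 15208 are not controls. A total of 11909 spots carry a gene name and stand for 5926 chromosomal and 1609 pSCL4 genes. Of these genes, 6484 have 1 probe, and the largest number is 150. The files name genes and give probe positions, but they state no genome build and no gene products. All coordinates are therefore spans of a gene's probes, as the files write them.

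Background was corrected with the normexp method of limma and an offset of 50. The log2 ratio of Cy3 over Cy5 was computed for each spot and each array was centred on the median of its chromosomal spots. Levels are thus relative to the chromosomal median of the same array, and a change in total RNA is not measured. Control spots and spots marked as outliers by the scanner software were left out. Spots of a probe were averaged, then probes of a gene. A gene was kept where a probe was well above background in Cy3 on at least 2 arrays, which left 5925 chromosomal and 1609 pSCL4 genes. The array number limits the precision.

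A defect of the background step was found while the calculation was tested on simulated data, after first results had been seen. On the wild-type 70.5 h replicate 2 array, 109 Cy3 spots lay under their local background, the lowest by far (-12819 units), and normexp then fitted a background mean of -293. On the pSCL4- 12 h replicate 1 array, 6 such spots led to a fitted mean of -261. The fitted Cy3 means on the other 16 arrays lay between 7.05 and 23.6. The misfit compresses the ratios of both arrays. The values fixed in advance were kept as the reported ones. The model was refitted without the spots under local background, and the refitted value is printed beside many of the results that it moves. The refit also moved fitted Cy5 means, from 188 to 0.256 on the pSCL4- 12 h replicate 1 array. On the wild-type 36 h replicate 1 array the Cy5 mean moved from -2.65 to 124. Changes under the refit therefore cannot be assigned to the Cy3 misfit alone.

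A single limma model with a mean for each of the 9 groups was fitted to all 18 arrays (lmFit and eBayes, two-sided moderated statistics). Strains were compared at 12, 36 and 70.5 h and averaged over these times. Times were compared within each strain, and interaction terms tested whether a time change differed between strains. A moderated F test covered the 6 times of pSCL4-. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, over the chromosomal genes and, separately, over the pSCL4 genes. A contrast between groups of 2 rests on 2 arrays against 2, with the spread pooled over all groups.

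Chromosomal gene clusters were fixed as runs of locus tags: clavulanic acid (19 genes), cephamycin C (19 genes), holomycin (12 genes) and chromosomal clavams (15 genes). They were tested with camera and an estimated correlation between genes, with adjustment over all 16 tests of a family. Ribosomal protein genes and differentiation genes were also planned as sets, but these rest on product descriptions and were not tested. The pSCL4 clavam cluster (14 genes) is described in wild type.

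Genes named in the text follow a rule. For each strain contrast at 1 time, the 3 largest rises and 3 largest falls were taken among called chromosomal genes whose replicates did not overlap between strains. The strain average took 5 and 5, time contrasts 2 and 2, and interactions 3 and 3. From the clusters, ccaR, claR and the gene of each cluster with the largest absolute average strain effect were added. The grouping, the model, the clusters, this rule and most alternatives were fixed before the data were examined. The refitted background model and the omission of the right chromosome end were added afterwards.

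Alternatives covered the scanner software's processed signals floored at 1, the authors' ratios, Cy3 alone, loess within arrays, quantile normalization, centring on all spots, both filters on dim genes, a filter on dim reference probes, medians over probes, eBayes with trend and robust settings, adjustment over all genes, a fit of only the compared groups, blocks for replicate number and slide, fry, camera with a preset correlation of 0.01, and leaving out each array. Where that left a single array in a group, the array was assumed to vary like the other groups.

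Changes in 200 genes were simulated with the background model as fixed in advance and a single spread per gene for all groups. In contrasts of 2 arrays against 2, limma called 84.5% to 91% of changes of log2 2. It called 12% to 27% of changes of log2 1 in those contrasts, and 84% in the strain average. For interactions the share was 58.5% and 61.5% at log2 2, and 0.5% and 0% at log2 1. False calls made up at most 10% of the calls. The wider replicate spread of wild type at 70.5 h and pSCL4- at 12 h was not simulated, so these shares may not hold there. Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.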

Results

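The series asks how transcription over a culture changes when pSCL4 is absent. Total RNA was taken from starch-asparagine cultures. Wild type was sampled at 12, 36 and 70.5 h, and pSCL4- at 12, 22.5, 36, 46.5, 60 and 70.5 h, with 2 biological replicates (n = 2) in each of the 9 groups. Unless stated otherwise, values are log2 ratios of RNA over genomic DNA relative to the array's chromosomal median, differences are pSCL4- minus wild type or later minus earlier, and calls come from limma.

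Signal differed between arrays. The median Cy3 signal of chromosomal spots ranged from 310 to 838 scanner units, against 65.2 to 79.6 for the 77 negative control spots. The median Cy5 signal ranged from 3196 to 5167. Between 98.0% and 99.9% of chromosomal spots were well above background in Cy3. This flag does not show transcripts, since 81.9% to 95.4% of pSCL4 spots carried it on pSCL4- arrays. Replicates correlated across genes with Pearson's r of 0.906 in wild type at 70.5 h, 0.951 in pSCL4- at 12 h, and 0.981 to 0.993 in the other 7 groups. These coefficients are across genes, which are not independent replicates. The SD of the difference between replicates was 0.94 in wild type at 70.5 h and 0.77 in pSCL4- at 12 h, against 0.26 to 0.43 elsewhere. With the background model refitted, these 2 values fell to 0.44 and 0.45. The first principal component held 49.7% of the variance and parted the strains. The second held 26.6%.

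The labels were checked first through the genes of pSCL4. On wild-type arrays the median Cy3 signal of pSCL4 spots was 175 to 272, and on pSCL4- arrays it was 81.7 to 99.4, close to the negative controls. At the shared times, the median log2 ratio of pSCL4 genes was -2.96 ± 0.46 (SD, n = 6) in pSCL4- and -1.76 ± 0.42 (SD, n = 6) in wild type (two-sided exact permutation test, p = 0.00216, the smallest that 924 splits allow). The share of pSCL4 spots well above background was 91.0% ± 2.61 in pSCL4- and 99.1% ± 1.56 in wild type (same exact test, n = 6 each, p = 0.00216). Of 1609 pSCL4 genes, 50, 30 and 1 were called higher in pSCL4- at 12, 36 and 70.5 h, although no pSCL4 transcripts should remain there. A rise can therefore be called without transcripts of the gene itself. At the same times, 603, 768 and 924 were called lower. The alternative that moved the first count most was the scanner software's processed signals, with 1218. Requiring genes to be well above background on all arrays gave 368, 430 and 522. Without the wild-type 70.5 h replicate 1 array, the last count was 1434.

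**Figure D1:**
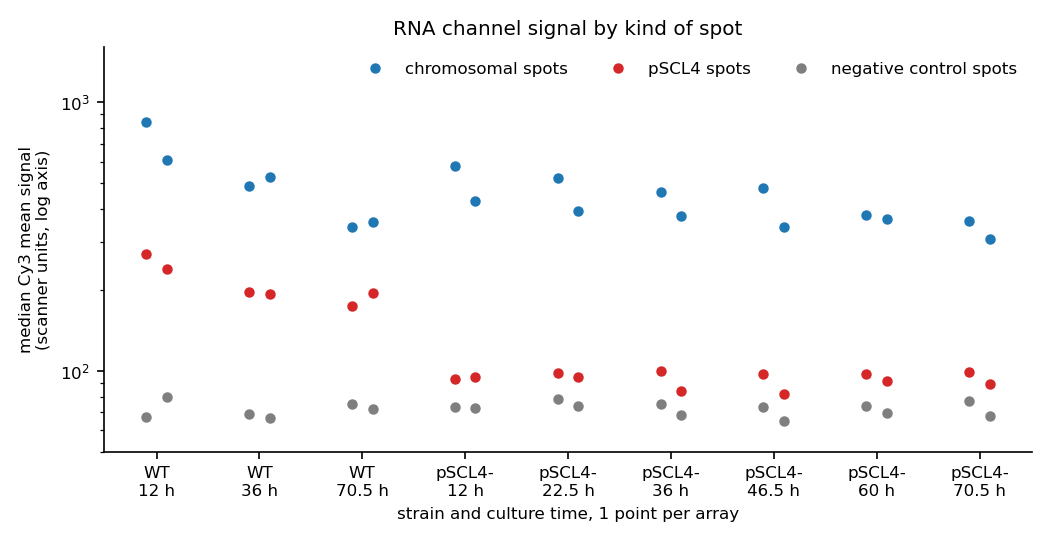
Median Cy3 mean signal (scanner units, log axis) of chromosomal, pSCL4 and negative control spots, 1 point per array, by strain and culture time. The pSCL4 spots lie between 175 and 272 on wild-type arrays and between 81.7 and 99.4 on pSCL4- arrays, where negative controls lie between 65.2 and 78.7.

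Strain comparisons ask which chromosomal genes are transcribed differently without pSCL4. At 12 h, 1588 of 5925 chromosomal genes were called, 738 higher and 850 lower in pSCL4-. Loess within arrays moved this count most, to 492, with 324 higher. Refitting the background model gave 2445, with 1251 higher and 1194 lower. The count was 802 without wild-type replicate 1 and 1058 without replicate 2. Without pSCL4- replicate 2 it was 2205, with 1257 higher. At 36 h, 1614 genes were called, 703 higher and 911 lower, and the refitted count was 2715. Each of the 4 arrays left out in turn lowered the 36 h count by over 1.5 times, to 1030 and 1016 without wild-type replicates 1 and 2, and to 1007 and 977 without pSCL4- replicates 1 and 2. At 70.5 h, 2653 genes were called, 1605 higher and 1048 lower, and the refitted count was 3335. Averaged over the 3 times, 2820 genes were called, 1503 higher and 1317 lower, with 3894 after refitting. Of these 2820 genes, 2801 were also called after refitting. Among the called genes, 502 rose and 610 fell by at least 1 log2 unit.

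**Figure D2:**
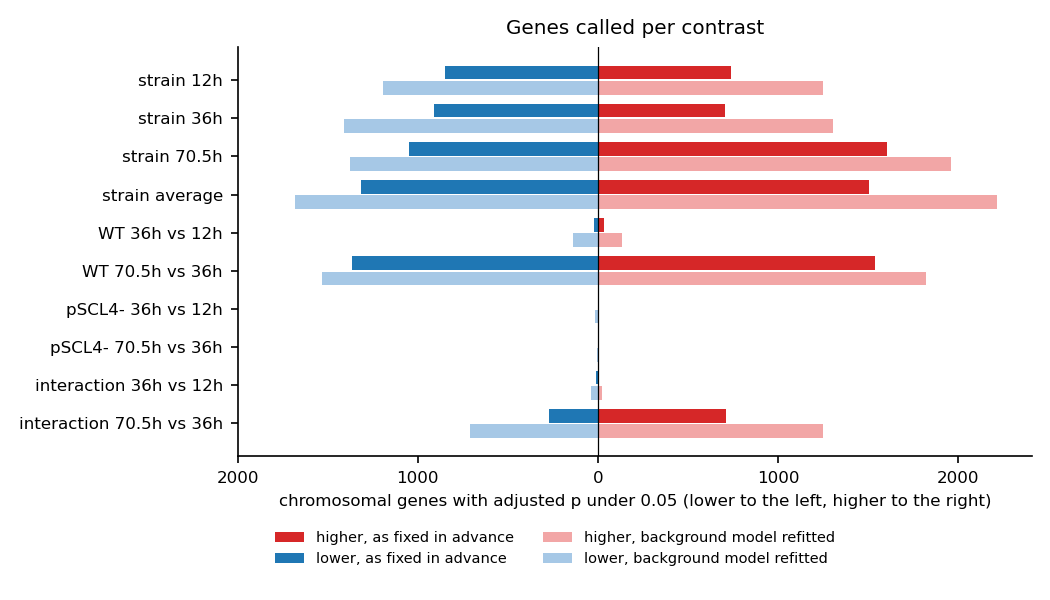
Chromosomal genes called in each contrast (adjusted p under 0.05), lower to the left and higher to the right of 0, with the background model as fixed in advance (dark bars) and refitted (light bars). Both settings called at least 1588 genes in each strain contrast and at most 21 in the time contrasts of pSCL4-.

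The strain effect at 12 h and at 36 h correlated across genes with r = 0.849, and 1110 genes were called at both times, all of them in the same direction. The effects at 12 h and 70.5 h correlated with r = 0.353, and those at 36 h and 70.5 h with r = 0.540. Of the 910 genes called at both 12 h and 70.5 h, 764 had the same direction. A total of 741 genes were called at all 3 times, of which 271 were higher and 414 lower at each.

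The genes named by size were measured mostly by a single probe. SCLAV_0783 (chromosome, 993140 to 993199) had the largest average rise, 5.54 (SE 0.17, adjusted p = 5e-11), and was higher in 6 of 6 pSCL4- arrays. In wild type its level was -0.82 ± 0.25 at 12 h and -3.28 ± 0.36 at 70.5 h, and in pSCL4- it was 3.17 ± 0.58 and 4.16 ± 0.02 (SD, n = 2). The next average rises were 5.42 for SCLAV_0595, 4.87 for SCLAV_0014, 4.79 for SCLAV_1361 and 4.65 for SCLAV_0785. Under loess the rises shrank to 1.60 for SCLAV_0783, 2.44 for SCLAV_0595, 2.20 for SCLAV_1361 and 1.63 for SCLAV_0785, all still called. SCLAV_0014 did not go under 3.43 in any alternative. The order therefore changed, and under loess SCLAV_0014 had the largest of these rises. SCLAV_5518 (chromosome, 6498068 to 6498119) had the largest average fall, -9.82 (SE 0.23, adjusted p = 2.3e-12), and was lower in 6 of 6 pSCL4- arrays. Its level at 36 h was 8.19 ± 0.13 in wild type and -2.06 ± 0.04 in pSCL4- (SD, n = 2). The next falls were -6.32 for SCLAV_5522, -6.20 for SCLAV_5559, -6.18 for SCLAV_5519 and -5.93 for SCLAV_5545. All 5 fallers lie beyond position 6455411, where signal in pSCL4- is mostly near background, so the size and order of these falls depend on how background and scale are handled. Loess gave -4.50 for SCLAV_5518, -2.36 for SCLAV_5522, -3.71 for SCLAV_5559, -3.23 for SCLAV_5519 and -2.14 for SCLAV_5545, and processed signals gave -10.47 for SCLAV_5559 and -9.38 for SCLAV_5545. At single times, the rule added SCLAV_0467 (5.65) and SCLAV_0489 (5.47) at 12 h and SCLAV_2216 (5.75) at 70.5 h.

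Strain effects were uneven along the chromosome. A change point placed after the data were seen put the boundary at position 6455411, and the 234 genes from SCLAV_5486 to SCLAV_5719 (304.8 kb) had a median average strain effect of -1.09, or -1.29 after refitting. Of these, 151 were called lower and 4 higher. The 234 genes at the left end had a median of 0.11, and the rest of the chromosome 0.15. Leaving the region out gave 2668 called genes for the strain average.

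**Figure D3:**
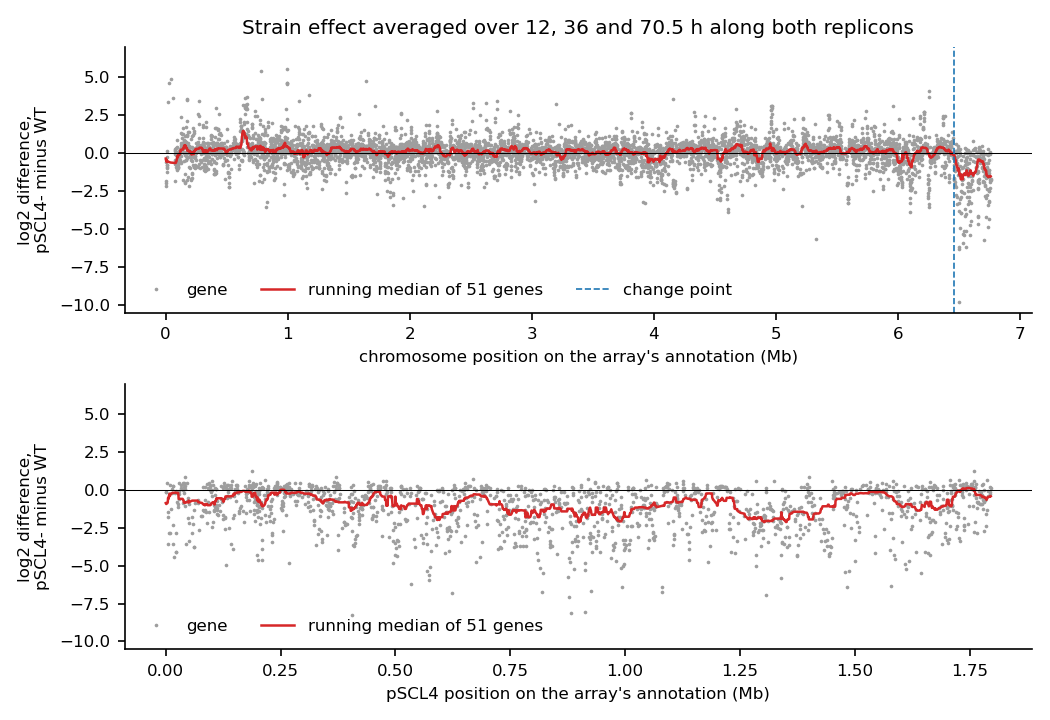
Average strain effect (log2, pSCL4- minus wild type) of each gene against its position (Mb) on the chromosome and on pSCL4, with a running median over genes and a dashed line at the change point. Beyond 6455411 the chromosomal genes have a median of -1.09. The pSCL4 genes have a median of -0.87.

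Time comparisons ask how each strain's transcription changes during culture. In wild type, 56 genes were called between 12 and 36 h, 32 higher and 24 lower. Refitting gave 268, which was the alternative farthest above, and loess gave 8. Leaving out an array gave 24 and 44 (wild type at 12 h, replicates 1 and 2) and 25 and 23 (at 36 h, replicates 1 and 2). Between 36 and 70.5 h, 2903 genes were called, 1540 higher and 1363 lower, with 3354 after refitting and 971 under loess. This count was 1597 and 1388 without the 36 h replicates 1 and 2, and 1788 without the 70.5 h replicate 2. In pSCL4-, limma called 0 genes in both time contrasts, with 281 and 424 genes at an unadjusted p under 0.05. The refitted counts were 21 (36 against 12 h) and 2 (70.5 against 36 h), and Cy3 alone gave 7 and 83. Leaving out pSCL4- 12 h replicate 2 gave 18 genes in the first contrast and leaving out 36 h replicate 1 gave 2, while the second rose to 2 without 70.5 h replicate 1. The F test over the 6 times of pSCL4- called 38 genes (565 at an unadjusted p under 0.05), of which 22 had their highest mean at 12 h and 10 at 70.5 h. Refitting gave 538. Leaving out any of the 12 arrays lowered the count by over 1.5 times. It was 17 and 5 without the 12 h replicates 1 and 2, 8 without the 60 h replicate 1, and 2 without any of the other 9 arrays. The median range of a gene over 12, 36 and 70.5 h was 0.97 in wild type and 0.45 in pSCL4-, before refitting.

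Between 12 and 36 h in wild type, SCLAV_1951 (chromosome, 2318077 to 2318514) rose by 5.02 (SE 0.41, adjusted p = 4.1e-05) and SCLAV_1950 by 4.84. SCLAV_3507 fell by 5.32 (SE 0.79, adjusted p = 0.0030) and SCLAV_3506 by 4.99. The 12 h replicates of SCLAV_3507 had an SD of 2.18. Without the 36 h replicate 2 array, SCLAV_3507 (adjusted p = 0.054) and SCLAV_3506 (adjusted p = 0.11) were no longer called, and without the 12 h replicate 2 the fall of SCLAV_3506 was -3.32. Both also lost their calls when only the compared groups were fitted (adjusted p = 0.062 and 0.081). Under loess SCLAV_1951 (2.10, adjusted p = 0.076), SCLAV_1950 (1.89, 0.24) and SCLAV_3506 (-1.88, 0.50) were not called. Between 36 and 70.5 h, sgiA (chromosome, 3983229 to 3983276) rose from 0.21 ± 0.46 to 6.99 ± 0.21 (SD, n = 2), a change of 6.78 (adjusted p = 1.8e-09). Over the same interval bkdB1 rose by 6.04, SCLAV_3676 fell by 4.89 and sidD by 4.83. Under loess the last 2 were not called (-0.97, adjusted p = 0.15, and -0.77, 0.27).

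The interaction terms tested whether a time change differed between strains. From 12 to 36 h, 11 genes were called, 2 with a positive and 9 with a negative term, and Cy3 alone raised this count most, to 71, while loess gave 1. Leaving out an array gave between 7 (pSCL4- 36 h, either replicate) and 20 (wild-type 12 h replicate 2, or pSCL4- 12 h replicate 2). From 36 to 70.5 h, 984 genes were called, 714 with a positive and 270 with a negative term. Loess lowered this count most, to 85, and refitting raised it to 1960. The count was 524 and 548 without the wild-type 36 h replicates 1 and 2, 2821 without the wild-type 70.5 h replicate 1, 471 and 542 without the pSCL4- 36 h replicates, and 589 and 508 without the pSCL4- 70.5 h replicates. The largest positive terms from 36 to 70.5 h were 6.32 for SCLAV_1499 (SE 1.45, adjusted p = 0.0097), 4.90 for sidD and 4.87 for SCLAV_1447. The value of SCLAV_1499 dropped to 3.95 without pSCL4- 70.5 h replicate 2, and its call was lost when only the compared groups were fitted (adjusted p = 0.055). Under loess none of these 3 was called, with 3.52 for SCLAV_1499, 1.15 for sidD and 1.14 for SCLAV_1447 (adjusted p of 0.051, 0.47 and 0.21). The largest negative terms were -6.46 for sgiA (SE 0.39, adjusted p = 3.8e-07), -6.05 for bkdA1 and -5.91 for bkdB1. From 12 to 36 h the largest terms were 3.89 for SCLAV_5274, 3.42 for SCLAV_5275, -4.87 for SCLAV_1951, -4.86 for SCLAV_1950 and -4.64 for sidD. None of these 5 was called under loess or when only the compared groups were fitted. The call of sidD was also lost under the slide block (adjusted p = 0.074) and processed signals (0.077), and it was lost with single arrays left out, with an adjusted p of 0.22 and 0.051 without the wild-type 36 h replicates 1 and 2, 0.11 without pSCL4- 12 h replicate 1, and 0.18 and 0.099 without the pSCL4- 36 h replicates.

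Cluster comparisons ask whether the known secondary metabolite clusters respond to the absence of pSCL4. The chromosomal clusters span 4836550 to 4862963 (clavulanic acid), 4863447 to 4899336 (cephamycin C), 6206014 to 6222674 (holomycin) and 3439393 to 3461245 (clavams). For the strain effect, camera called 0 of 16 tests after adjustment and 1 at an unadjusted p under 0.05. The preset correlation moved this most, to 10 of 16, and fry called 8. Both called holomycin at 12, 36 and 70.5 h and on average, cephamycin C at 12 and 36 h and on average, and clavulanic acid at 36 h.

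The holomycin cluster was higher in pSCL4-. Its median difference was 1.12 at 12 h, 3.03 at 36 h (camera adjusted p = 0.50) and 1.14 at 70.5 h. Under loess the 36 h value was 2.22 and was called (camera adjusted p = 0.021). The 70.5 h value was 1.57 after refitting and lay between 0.52 and 2.29 over all alternatives. The wild-type levels of the cluster at 70.5 h were -1.54 and -0.27 in replicates 1 and 2. All 12 genes were higher at 12 and 36 h and 10 at 70.5 h, and the direction was the same under every scaling alternative. Of the 12 genes, 9, 12 and 6 were called higher at the 3 times, and adjusted over the list alone 12, 12 and 6. Its level at 36 h was -2.11 ± 0.09 in wild type and 0.72 ± 0.22 in pSCL4- (SD, n = 2). SCLAV_5272 had the largest average effect of the cluster, 2.74 (SE 0.29, adjusted p = 2.5e-06). At 12 h its call (1.59) was lost without either wild-type replicate (adjusted p = 0.062 and 0.16) and without pSCL4- replicate 2 (0.13), and at 70.5 h (2.18) without pSCL4- replicate 1 (0.054). Both calls were also lost when only the compared groups were fitted (adjusted p = 0.089 and 0.056). Its average under loess was 1.62, still called.

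The cephamycin C cluster was lower in pSCL4-, with a median of -0.83 at 12 h, -1.22 at 36 h, -0.83 at 70.5 h and -1.04 on average (camera adjusted p = 0.57). After refitting the 70.5 h value was -1.24, and over all alternatives it lay between -1.78 and -0.40. The wild-type levels of the cluster at 70.5 h were 1.82 and 0.77 in replicates 1 and 2. The direction flipped under loess at 12 h (0.04). On average 16 of 19 genes were lower, 14 were called lower, and adjusted over the list alone 14 were called. Its gene cmcJ had an average effect of -1.50 (SE 0.22, adjusted p = 5e-05), which was -0.43 (adjusted p = 0.042) under loess. Loess gave no call for cmcJ at 12 h (-0.07, adjusted p = 0.89) and 36 h (-0.43, 0.40). A fit of only the compared groups gave none at 12 h (adjusted p = 0.065) and 70.5 h (0.10). Centring on all spots gave none at 70.5 h (-1.04, adjusted p = 0.058). At 12 h the call of cmcJ (-1.30) was lost without either wild-type replicate (adjusted p = 0.089 and 0.083) or pSCL4- replicate 1 (0.071). At 70.5 h its call (-1.47) was lost without pSCL4- replicate 2 (adjusted p = 0.068), and without wild-type replicate 1 the value was -0.87. The pathway regulator gene ccaR, which lies in this cluster, was not called in any strain contrast (-0.53, -0.34 and 0.28 at 12, 36 and 70.5 h, adjusted p of 0.19, 0.46 and 0.45). After refitting ccaR was -0.19 at 12 h and -0.15 at 70.5 h, and at 70.5 h without wild-type replicate 1 it was 0.76 (adjusted p = 0.024). On average ccaR was -0.19 (adjusted p = 0.38), with -0.21 (adjusted p = 0.037) after refitting and -0.35 (adjusted p = 0.038) without wild-type 70.5 h replicate 2. It was called lower with Cy3 alone at 12 h (-0.38, adjusted p = 0.019), at 70.5 h (-0.32, 0.027) and on average (-0.27, 0.0029), and with the authors' ratios at 70.5 h (-0.63, 0.0029) and on average (-0.45, 0.00049).

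The clavulanic acid cluster had a median difference of -0.43 at 12 h, -1.06 at 36 h and -0.37 at 70.5 h, and -0.60 on average (camera adjusted p = 0.68). At 70.5 h the mean was 0.08 and fry pointed up, while the median and camera pointed down. Signs flipped under loess at 12 h (0.20) and on average (0.06), and at 70.5 h under centring on all spots and without wild-type replicate 1. After refitting the 12 h median was -0.12, with 9 of 19 genes higher. Of the 19 genes, 0 were called higher and 1 lower at 12 h, 0 and 10 at 36 h, and 6 and 1 at 70.5 h. Adjusted over the list alone, 0, 12 and 7 were called. With the settings fixed in advance, the regulator gene claR was not called in a strain contrast (0.35, -0.40 and -0.20 at 12, 36 and 70.5 h, adjusted p of 0.34, 0.32 and 0.57). At 12 h claR was called higher after refitting (0.53, adjusted p = 0.041), with Cy3 alone (0.55, 0.012), processed signals (0.69, 0.026) and the authors' ratios (0.62, 0.033). At 70.5 h the authors' ratios called it lower (-0.80, 0.0064). SCLAV_4184 had an average effect of -0.997 (SE 0.23, adjusted p = 0.0022), which was -2.73 with processed signals, -1.61 with the authors' ratios and -0.48 under loess, called in each. At 36 h it was not called (-1.09, adjusted p = 0.054), but most scaling alternatives called it, among them refitting (-1.06, 0.00029) and processed signals (-2.87, 7.3e-07), and loess did not (-0.57, 0.20). At 70.5 h its effect of -1.08 was -0.49 after refitting, -0.42 without wild-type replicate 2 and -1.74 without replicate 1. It was -1.04 and -1.12 without pSCL4- replicates 1 and 2. The call was lost without wild-type replicate 2 and without either pSCL4- replicate. At 12 h it was called (adjusted p = 0.023) where pSCL4- replicate 1 was left out, and after refitting (-1.59, adjusted p = 7.6e-06), with Cy3 alone (-1.45), processed signals (-3.53), quantile normalization (-1.07) and the authors' ratios (-2.29). At 70.5 h its call was also lost under loess (adjusted p = 0.18), centring on all spots (0.10) and a fit of only the compared groups (0.19).

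The chromosomal clavam cluster showed no common direction, with 6, 10 and 3 of 15 genes higher at 12, 36 and 70.5 h. Its median difference was -0.49, 0.34 and -0.36. The sign flipped under loess at 12 h and under 5 of 7 scaling alternatives at 70.5 h, where the refitted value was 0.13. At 36 h the median level of the cluster was lower in pSCL4-, although most genes were higher. Adjusted over the list alone, 13, 3 and 4 genes were called at the 3 times, against 9, 3 and 4 over all genes. The gene cvm2 had an average effect of -1.30 (SE 0.13, adjusted p = 1.4e-06), but under loess it was -0.14 (adjusted p = 0.49), with a flipped sign at 12 h (0.10) and no call at 36 h (-0.21, 0.72) or 70.5 h (-0.31, 0.39). At 70.5 h the call was also lost when centred on all spots (adjusted p = 0.10) and when only the compared groups were fitted (0.13).

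**Figure D4:**
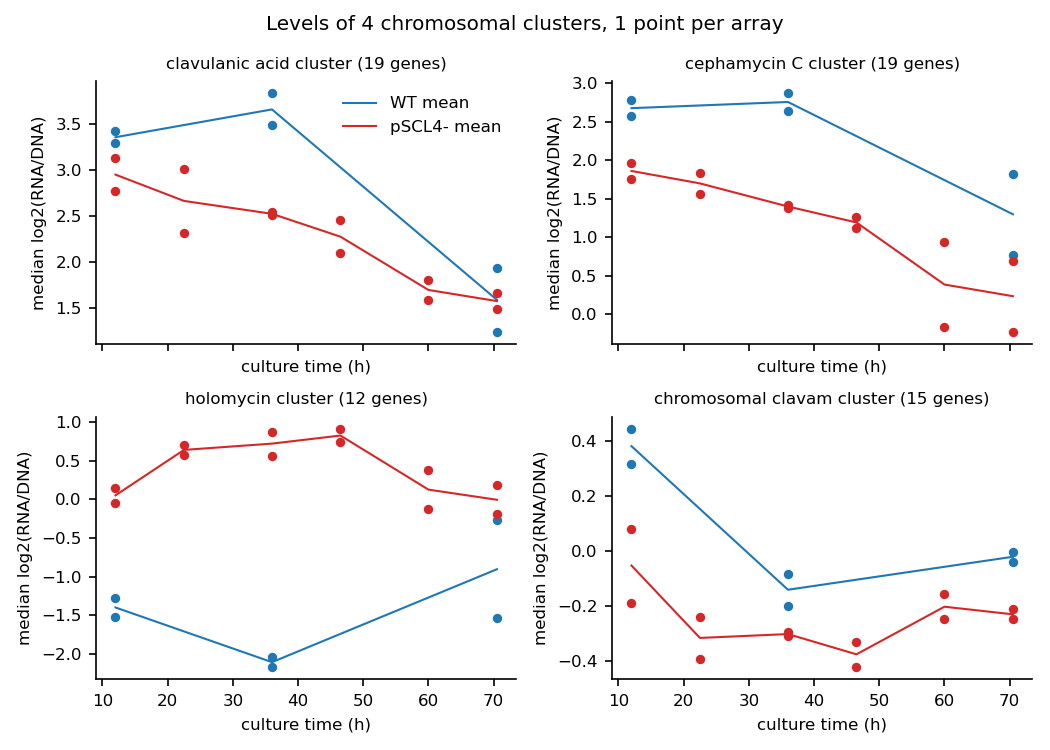
Median log2 ratio of RNA over DNA of the genes of 4 chromosomal clusters against culture time (h), 1 point per array, with lines through the means of 2 replicates. Holomycin levels are higher in pSCL4- at 12, 36 and 70.5 h, with 0.72 against -2.11 at 36 h. At 70.5 h the wild-type replicates lie apart in the clavulanic acid, cephamycin C and holomycin clusters. In the chromosomal clavam cluster they lie close together (-0.040 and -0.004). After refitting the wild-type holomycin mean at 70.5 h is -1.46 in place of -0.90.

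For the time effect, camera called 2 of 16 tests, both from 36 to 70.5 h in pSCL4-. The clavulanic acid cluster fell by 1.16 (median, 16 of 19 genes lower, adjusted p = 0.038) and the cephamycin C cluster fell by 1.24 (median, 18 of 19 lower, adjusted p = 0.037). The preset correlation moved the number of calls most, to 14, fry gave 7, and both calls held under each. Both were lost with the slide block (adjusted p = 0.086 and 0.062), Cy3 alone (0.051 each), centring on all spots (0.067 each), the authors' ratios (0.13 each) and a fit of only the compared groups (0.30 each). Under loess the falls were -0.37 and -0.43, both called. The call of the clavulanic acid cluster was lost without pSCL4- 12 h replicate 1 (adjusted p = 0.063) or 2 (0.063), 36 h replicate 1 (0.060) or 2 (0.054), or 70.5 h replicate 1 (0.053). That of the cephamycin C cluster was lost without the 12 h replicates (0.061 each) or 36 h replicate 2 (0.054). None of the genes in either cluster was called singly in this contrast. Adjusted over the list alone, 15 clavulanic acid and 12 cephamycin C genes were called. In wild type over the same interval, the clavulanic acid cluster had a median of -2.03 (adjusted p = 0.14, 17 of 19 genes called lower). This value was -1.71 after refitting and lay between -2.45 and -0.28 over all alternatives. The cephamycin C cluster had a median of -1.36 (adjusted p = 0.14, 16 called lower), which flipped to 0.12 under loess. Whether the strains differ in these cluster changes was not tested. The chromosomal clavam cluster from 36 to 70.5 h in pSCL4- had a median of 0.04 and a mean of -0.02, and camera pointed down.

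The pSCL4 clavam cluster had a median level in wild type of -1.79 ± 0.23 at 12 h, -1.74 ± 0.04 at 36 h and -0.57 ± 0.75 at 70.5 h (SD, n = 2). In pSCL4-, where no transcripts of pSCL4 should remain, the same genes gave -1.25 ± 0.69, -1.97 ± 0.04 and -1.78 ± 0.09 (SD, n = 2). The misfitted pSCL4- 12 h replicate 1 lies above the other arrays, at -0.76. The wild-type ratios at 12 and 36 h lie near these values, but this does not show that the cluster is silent there. Ratios are relative to the chromosomal median, whose Cy3 signal at 12 h was 838 and 608 in wild type and 576 and 428 in pSCL4-. At 36 h it was 485 and 527 against 464 and 378. Background can therefore sit at a lower ratio in wild type. The wild-type replicates at 70.5 h were -1.11 and -0.04, both above those at 36 h (-1.72 and -1.77). Replicate 2 at 70.5 h is an array with the background misfit, and the rise was not tested as a set.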

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

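Leaving out arrays and the slide block were planned as alternatives, but their use as tests of the patterns in this part was chosen only after the results were seen. So were the check for swapped arrays, the background tests of unnamed probes and the refitted background model.

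The change from 36 to 70.5 h differed between the strains, with 984 chromosomal genes called for the interaction. Examples are SCLAV_1499 (6.32), sidD (4.90), SCLAV_1447 (4.87), sgiA (-6.46), bkdA1 (-6.05) and bkdB1 (-5.91). SCLAV_1499 is a weak example, since its pSCL4- replicates at 70.5 h were -1.97 and 2.77. All 3 positive examples lost their calls under loess, with 3.52 for SCLAV_1499 (adjusted p = 0.051), 1.15 for sidD (0.47) and 1.14 for SCLAV_1447 (0.21). The background misfit falls on a wild-type 70.5 h array, but refitting raised the count to 1960 rather than lowering it, and 972 of the 984 genes were called in both. No single array carried the count. The lowest value with an array left out was 471, without pSCL4- 36 h replicate 1, and the highest was 2821, without wild-type 70.5 h replicate 1. With slide as a block it was 982. The Cy5 reference accounted for a median of -2.86% of the ratio change of the called genes, so a change in the reference does not carry it. Only 1.52% of the genes lie in the right chromosome end. A swap of arrays between strains is argued against by the pSCL4 signal, which was at least 174.6 on every wild-type array and at most 99.4 on every pSCL4- array. Of the called genes, 97.7% changed more in wild type, with a median absolute change of 1.57 there and 0.32 in pSCL4-. After refitting that share was 93.1%. A candidate explanation is a late transcriptional change that wild type goes through and pSCL4- does not. The within-array normalization stays open, since loess left 85 called genes. Loess also removes real signal when RNA is set against DNA, and which of these lowered the count was not tested. A different growth stage at equal hours also stays open, as growth was not analysed here.

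The change from 12 to 36 h differed for 11 genes. SCLAV_5274 (3.89) and SCLAV_5275 (3.42) belong to the holomycin cluster and fell in wild type but rose in pSCL4-. SCLAV_1951 (-4.87), SCLAV_1950 (-4.86) and sidD (-4.64) rose in wild type at 36 h only. The background misfit falls on a pSCL4- 12 h array, but refitting gave 59 genes, among them all 11. Leaving out 1 array gave 7 (pSCL4- 36 h, either replicate) to 20 genes (wild-type 12 h replicate 2, or pSCL4- 12 h replicate 2), so no single array carried the count, though sidD lost its call without 5 of the 8 arrays, and also with all arrays kept under a slide block (adjusted p = 0.074) and processed signals (0.077). Loess left 1 gene and a fit of only the compared groups left 0, so the number of genes is not firm. A strain difference may underlie the 36 h pulse of SCLAV_1950, SCLAV_1951 and sidD, which lie close together between 2314773 and 2318514, but normalization within arrays is not excluded.

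Probes without a gene name were not used in the comparisons. Of 587 such chromosomal spots outside the probe spans of named genes, 53 (9.03%) exceeded, on all 12 pSCL4- arrays, the 95th percentile of the unnamed pSCL4 spots of the same array. Of the 1253 unnamed pSCL4 spots, 33 (2.63%) did. Per array, a median of 19.1% of these chromosomal spots lay above that threshold, where hybridisation background alone would give about 5%. For the 1450 unnamed spots on the opposite strand of a named gene the median was 4.62%, about the share that background would give. The threshold was high, from 729 to 1221 units above local background over the pSCL4- arrays. The share thus describes the brightest spots only and cannot tell whether the dimmer antisense spots are at background. The level of those antisense spots hardly followed that of the gene on the other strand (Spearman rho 0.156 across probes). Spots at background would give a low value in any case, so label from the sense strand stays open. For spots outside named genes, transcripts there may be the source. Parts of named genes beyond their probes also stay open, because the files give probe positions and not gene ends. The threshold was split by probe position only after the pooled share of 9.19% had been seen. No biological explanation was tested.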

How the results depend on the processing

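The refitted background model and the omission of the right chromosome end were chosen after seeing the data, and the other alternatives were planned. The cause of a change was not tested unless a value is given for it.

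Across alternatives that keep all arrays, the strain average kept between 1884 (loess) and 3894 called genes (refitted). No other strain or time count with a value above 0 kept within 1.5 times under all of them. Filters on dim genes, a filter on dim reference probes, medians over probes, the adjustment over all genes and eBayes with trend and robust settings moved counts above 100 chromosomal genes by less than that. Shifts of the median of all genes reached 0.44 (centred on all spots), -0.20 (loess), -0.18 (the authors' ratios), 0.16 (processed signals), 0.13 (refitted) and 0.10 (Cy3 alone), and 0.17 without wild-type 70.5 h replicate 2 and 0.10 without pSCL4- 12 h replicate 2.

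Loess within arrays lowered the strain counts to 492, 444 and 1375 at 12, 36 and 70.5 h. It lowered wild type to 8 (12 to 36 h) and 971 (36 to 70.5 h), the interactions to 1 and 85, and the F test to 4. Of the cluster tests it called 1 strain effect, holomycin at 36 h, and 5 time effects. The strain effect of cvm2 at 12 h reversed to 0.10.

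Fitting only the groups compared gave 518, 3100 and 944 genes for the strain contrasts, 127 and 365 for wild type, 0 and 611 for the interactions, 21 for the F test and 0 cluster time effects. Here fewer arrays estimate the spread, so a noisy group no longer borrows from the others.

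The authors' ratios raised the strain counts to 2563 at 12 h and 2871 at 36 h. They gave 229 for wild type from 12 to 36 h, 10 and 24 for pSCL4-, 58 and 1916 for the interactions, 408 for the F test and 0 cluster time effects. Lower pSCL4 genes at 12 h numbered 1103, and ccaR at 70.5 h reversed to -0.63.

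Refitting the background model gave 2445 and 2715 for the strain contrasts at 12 and 36 h, 268 for wild type from 12 to 36 h, 21 and 2 for pSCL4-, 59 and 1960 for the interactions, 538 for the F test and 977 lower pSCL4 genes at 12 h. The replicate SD of the misfitted groups fell with it, which lowers the pooled spread.

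Cy3 alone gave 2565 for the strain contrast at 36 h, 251 for wild type from 12 to 36 h, 7 and 83 for pSCL4-, 71 and 1906 for the interactions, 453 for the F test, 0 cluster time effects and 1054 lower pSCL4 genes at 12 h. With it ccaR at 70.5 h reversed to -0.32. Processed signals gave 2517, 130, 18 and 1711 for the strain contrast at 36 h, wild type from 12 to 36 h and the interactions, 283 for the F test and 1218 lower pSCL4 genes at 12 h.

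Requiring genes well above background on all arrays left 368, 430 and 522 lower pSCL4 genes at 12, 36 and 70.5 h, by construction with fewer genes tested. It gave 1 gene for pSCL4- from 12 to 36 h, as did centring on all spots (1), eBayes trend and robust (1), median over probes (1), quantile normalized arrays (1) and genes of the right chromosome end left out (1), while slide block gave 4. The F test gave 23 (centred on all spots), 73 (eBayes trend and robust), 97 (quantile normalized), 6 (slide block) and 11 (adjustment over all genes). Centring on all spots gave 19 for the interaction from 12 to 36 h and 0 cluster time effects, and slide block also gave 0.

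Replicate numbers are shared by the groups, but the replicate differences of the groups correlated across genes from -0.62 to 0.57, with 12 of 36 pairs of groups over 0.1. The lowest value was that of the 2 groups with a background misfit (0.01 after refitting), and after refitting the range was -0.09 to 0.69, again with 12 pairs over 0.1. As most pairs stayed below 0.1, the numbers were not taken to mean paired cultures. The 36 pairs include groups of different strains, which cannot share a culture. Before refitting, the highest value (0.57) was that of pSCL4- at 60 and 70.5 h, so sampling of the same cultures is not excluded there. With a replicate block the F test called 2 genes, and the other counts stayed within 1.5 times. Of the named genes, the block took the call only from the sidD interaction from 12 to 36 h (adjusted p = 0.056), and it changed no cluster call. The replicates of a number also tend to share a slide.

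Camera with its preset correlation called 10 strain and 14 time effects of the clusters, and fry 8 and 7. The preset sets aside correlation between the genes of an operon, which was estimated at 0.27 to 0.65 in the 4 clusters.

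Leaving out each array in turn gave 802 to 2205 genes for the strain contrast at 12 h, 977 to 1030 at 36 h, and 1782 to 3693 at 70.5 h. Wild type gave 23 to 44 (12 to 36 h) and 1388 to 3795 (36 to 70.5 h), pSCL4- 0 to 18 and 0 to 2, the interactions 7 to 20 and 471 to 2821, the F test 2 to 17, the cluster time effects 0 to 2, and lower pSCL4 genes at 70.5 h 643 to 1434. A contrast with 1 array in a group has a wider standard error by construction.

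The balance of directions also moved. Centring on all spots gave 57.1%, 59.2%, 78.4% and 70.2% higher genes for the strain contrasts at 12, 36 and 70.5 h and their average, and loess gave 65.9%, 62.8% and 73.1% at 12 h, 36 h and on average. Wild type from 36 to 70.5 h had 33.2% higher when centred on all spots and 35.6% when only the compared groups were fitted. From 12 to 36 h it had 43.0% (Cy3 alone), 45.7% (only the groups compared), 43.8% (processed signals) and 35.8% (the authors' ratios). The interaction from 36 to 70.5 h had 55.1% (Cy3 alone), 54.1% (loess) and 52.5% (the authors' ratios), and that from 12 to 36 h 35.2% (Cy3 alone), 36.2% (the authors' ratios) and 37.3% (refitted).

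Of the values of named genes under other alternatives that keep all arrays, 1123 kept their side of the threshold, 39 lost the call, 25 gained it and 3 reversed where at least 1 of the fits called the gene. For cluster tests these numbers were 527, 10, 39 and 0. With an array left out, 435 named-gene values kept their side, 18 lost the call and 3 gained it, and 376 cluster tests kept their side and 8 lost the call. Among those that kept their side, 12 named-gene values and 18 cluster tests under the other alternatives, and 3 and 2 with an array left out, changed sign without a call in either fit. Low signal limits the genes near the floor, since Cy3 medians of pSCL4 spots in pSCL4- (81.7 to 99.4) were little above negative controls.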

Other observations

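In this part, the tests of graded loss and of loss or silence in the right chromosome end were chosen only after the result was seen, as were the refitted background model, the boundary itself and the criteria for 2 tests named below.

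The right chromosome end, 234 genes beyond 6455411, gave little RNA signal in pSCL4-. Of 112 genes there with mean net signal above the 95th percentile of pSCL4 genes on pSCL4- arrays (8.18, log2) in wild type, 96 (85.7%) lay within that range in pSCL4-. At the left end this held for 33 of 107 genes (30.8%), in the rest of the chromosome for 468 of 3696 (12.7%), and on pSCL4 itself for 585 of 663 (88.2%). Weak probes are argued against by the Cy5 reference, whose median of 3106 was above that of the left end (2754), against 4351 in the rest. The background misfit is argued against by the refitted median effect of -1.29. A candidate explanation is that the whole region is lost or silent in pSCL4-, and strong regulation of its single genes is the other. The test at the boundary went through 3 versions. Unnamed probes could not be used, as none lie there. Among the 20 genes on each side, 90% beyond and 85% before lay in the pSCL4 range, which did not separate the sides, although in wild type the shares were 65% and 85%. Among the 20 genes on each side that exceeded the range in wild type, 80% beyond and 45% before lay in it in pSCL4-. Loss or silence and graded regulation cannot be told apart, because levels at the floor look alike, the region was found from the same effects, and no DNA of pSCL4- was hybridised. The design holds no strain that lacks pSCL4 with normal signal in this region, so no strain effect in the report can be assigned to pSCL4 alone.

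On pSCL4- arrays, 51 of the 1609 pSCL4 genes lay above the chromosomal median in net signal, all of them genes with a single probe. A retained segment is argued against by their scatter, with 1 neighbouring pair where 10000 shuffles gave a median of 1 (permutation p = 0.804). Of 232 pSCL4 genes with 3 or more probes, 40 had a probe above that level, and in 0 of these 40 were most probes above, as cross-hybridisation of single probes would give. The median strain effect of the 51 genes was 0.38, but net signal was lower in pSCL4- than in wild type for 27 of them, by over 2 log2 units for 3. Cross-hybridisation may be the source of the signal left in pSCL4-. No biological explanation was tested beyond the retained segment.

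The wide replicate spread of wild type at 70.5 h (SD 0.94) and pSCL4- at 12 h (0.77) may come from the background misfit on an array of each. After refitting the values were 0.436 and 0.446. The test had asked for a fall into the range of the other groups, which ends at 0.433, so both stayed slightly above it, and the criterion was then widened to the mean plus 2 SD. A difference between the cultures is not excluded for the remainder.

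The strain effect at 12 h correlated across genes with the wild-type change from 36 to 70.5 h (r = 0.420 without the right chromosome end), as if pSCL4- were in a late-like state early. After refitting, r was 0.167, so much of the resemblance depended on the background fit. Of 1296 genes called in both after refitting, 757 had the same direction. The test had asked for a positive correlation, and the limit for calling it absent was changed after the value was seen. Whether a late-like state exists is open, since r is small and genes are not independent.

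For the strain average, strain labels were exchanged within times. There are 108 such regroupings, of which 100 were drawn, and 1, the real one, gave as many as 2820 genes. The next gave 2297 and the median of the others was 0. No other regrouping drawn reached the real count, which argues against chance as its source. With 100 drawn, a share under 1 in 100 cannot be shown, so chance is not excluded.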
